A study of Arabidopsis thaliana with 6 samples. Its data were reported in "The Pol IV largest subunit CTD quantitatively affects siRNA levels guiding RNA-directed DNA methylation" (2019).

How the data were processed

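Whole-genome bisulfite sequencing libraries were made from genomic DNA of 6 samples of Arabidopsis thaliana, 2 for each of 3 groups. Groups were taken from the labels. The line labelled with a deletion of the DeCL domain is called NRPD1ΔCTD here, after the name used in the study. The titles of the full-length samples name NRPE1, whereas their transgene field names NRPD1, and the transgene field was followed. The read depth over NRPD1 is given in the results as a check.

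Per the labels and the methods of the study, the authors prepared libraries with the TruSeq DNA methylation kit, sequenced them on a NextSeq instrument, trimmed reads with Cutadapt, and mapped them to TAIR10 with Bismark, which also removed PCR duplicates. The deposited coverage values are whole counts of reads per CHH cytosine, with at least 5 reads at every listed cytosine. The deposited percent values give the share of these reads that were methylated or unmethylated. Coverage multiplied by the methylated percent gave whole numbers of methylated reads, with no deviation above 0.001 of a read. Replicates were deposited separately and only the 5 nuclear chromosomes were used. A cytosine with fewer than 5 reads is missing from a library, so poorly covered cytosines drop out and the set of cytosines differs between libraries. Cytosines that failed to convert count as methylated, and no correction for conversion was made here.

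Every listed position fell on a cytosine of the TAIR10.1 reference on the stated strand (100% in each library), and 0 top-strand positions were followed by G. The nuclear chromosomes of that assembly and its gene annotation were therefore used with the coordinates of the files, counted from 1.

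The level of a region was the sum of methylated reads divided by the sum of reads, in percent. Windows of 300 bp with a step of 200 bp were tested when each of the 6 libraries had at least 10 cytosines with 5 reads or more. This follows the window scheme of the study. For each pair of groups, methylated and unmethylated reads were fitted by logistic regression on group with a likelihood-ratio test, and p-values were adjusted by the Benjamini-Hochberg method over all windows tested. The study used the SLIM method for adjustment and wild type as reference. Called windows of one direction that overlapped or touched were merged. Pol IV-dependent regions are the merged regions lower in nrpd1-3 than in full-length NRPD1. Pericentromeric limits followed the methods of the study, including the heterochromatic knob of chromosome 4. Regions were assigned by midpoint to the annotation.

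Group means of library values are given with the SD and were compared by two-sided exact permutation tests. With 2 libraries per group no such test can pass 0.05. Intervals on shares are 95% Wilson intervals for reads and exact binomial intervals for regions. Overlaps needed at least 1 bp.

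The window test was tested on simulated data with 417725 windows, of which 200 were lowered by 15 or 25 points. Reads were either independent or varied between replicates with an overdispersion of 0.00233, pooled over windows and groups. The test recovered 96.0 to 100% of the changed windows for nrpd1-3 against full-length NRPD1. For NRPD1ΔCTD against nrpd1-3 it recovered 98.5 to 100%, as it did for NRPD1ΔCTD against full-length NRPD1. NRPD1ΔCTD was lowered here against nrpd1-3, so recovery of its gains over nrpd1-3 was not tested. Changes of 15 and 25 points also lie above the smallest difference needed for a call. The calls lower in NRPD1ΔCTD than in full-length NRPD1 had a median difference of -13.2 points, and recovery at that size was not tested. With replicates that varied, the test also called up to 22, 4 and 15 unchanged windows in the 3 comparisons, against at most 1 with independent reads. These counts may be too low, because the overdispersion inside the called windows was 0.00716. Shared reference libraries were addressed by 20 simulated data sets per null hypothesis, with overdispersion of 0.00716 inside and 0.00173 outside the called windows.

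Named loci were set by a rule fixed before the data were examined. It took the loci examined individually in the study for which the annotation holds an identifier, NRPD1, and the 3 regions with the largest pooled difference for each of 3 directions. These regions needed at least 20 cytosines with 5 reads or more in every library, and both libraries of one group above both of the other. The alternatives covered the coverage minimum, the cytosines per window, the window step, the difference, the test, the replicate number as a block, depth, the windows tested, the weighting and each library left out in turn. Cytosines above the 99.9th percentile of coverage were left out in an alternative chosen after seeing the data. A correction by chloroplast cytosines was planned and not run, because no such cytosines were used here. CG and CHG methylation and small RNAs were not analysed here. Analyses used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.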

Results

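Genomic DNA from above-ground tissues of 2.5-week-old Arabidopsis thaliana plants was examined by whole-genome bisulfite sequencing, which reads methylated cytosines as C and unmethylated cytosines as T. The plants were of the Col-0 ecotype and were grown in soil with 16 h of light and 8 h of dark. All 6 libraries came from the nrpd1-3 background, in which NRPD1, the largest subunit of the plant RNA polymerase Pol IV, is disrupted. Pol IV makes the precursors of the small interfering RNAs (siRNAs) that guide RNA-directed DNA methylation. The 3 groups, with 2 libraries each, were nrpd1-3 without a transgene, nrpd1-3 carrying an NRPD1 transgene that lacks the DeCL domain at its carboxy terminus (NRPD1ΔCTD), and nrpd1-3 carrying full-length NRPD1. No wild-type library was analysed here, so full-length NRPD1 was the reference. Methylation was measured in the CHH context, where H is A, C or T, a context in which methylation is typical of this pathway.

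The libraries held between 12654903 and 13819039 CHH cytosines with at least 5 reads. Their mean coverage was 16.0 and 16.3 reads per cytosine in nrpd1-3, 15.2 and 16.2 in NRPD1ΔCTD, and 16.1 and 16.0 in full-length NRPD1. Between 192342372 and 225676590 reads at cytosines entered the levels of each library. Counting error was therefore small genome-wide. The level in nrpd1-3 replicate 1, for example, was 6.84% with a 95% Wilson interval of 6.84 to 6.85%. Intervals of this kind cover counting error only and are too narrow, because a read is counted at each cytosine that it covers.

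Reads over the NRPD1 gene (AT1G63020, chromosome 1, positions 23354685 to 23362589, minus strand) were examined first as a check of the labels, because the transgenes add copies of this gene. Relative to the median of chromosome 1, the gene had 1.88 ± 0.0109 (SD, n = 2) times the reads per CHH cytosine in nrpd1-3. The value was 2.57 ± 0.000482 (SD, n = 2) in NRPD1ΔCTD and 3.03 ± 0.126 (SD, n = 2) in full-length NRPD1. Over the 502 bp that code for the deleted domain, introns included (positions 23355332 to 23355833), NRPD1ΔCTD had 1.55 ± 0.113 (SD, n = 2), against 1.78 ± 0.212 (SD, n = 2) in nrpd1-3. Full-length NRPD1 had 2.74 ± 0.0998 (SD, n = 2) there. The 20000 bp on either side of the gene gave group means between 0.955 and 1.05. The ratio of full-length NRPD1 to nrpd1-3 over the gene moved most, from 1.61 to 1.81, when the cytosines were restricted to those listed in all 6 libraries.

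**Figure D1:**
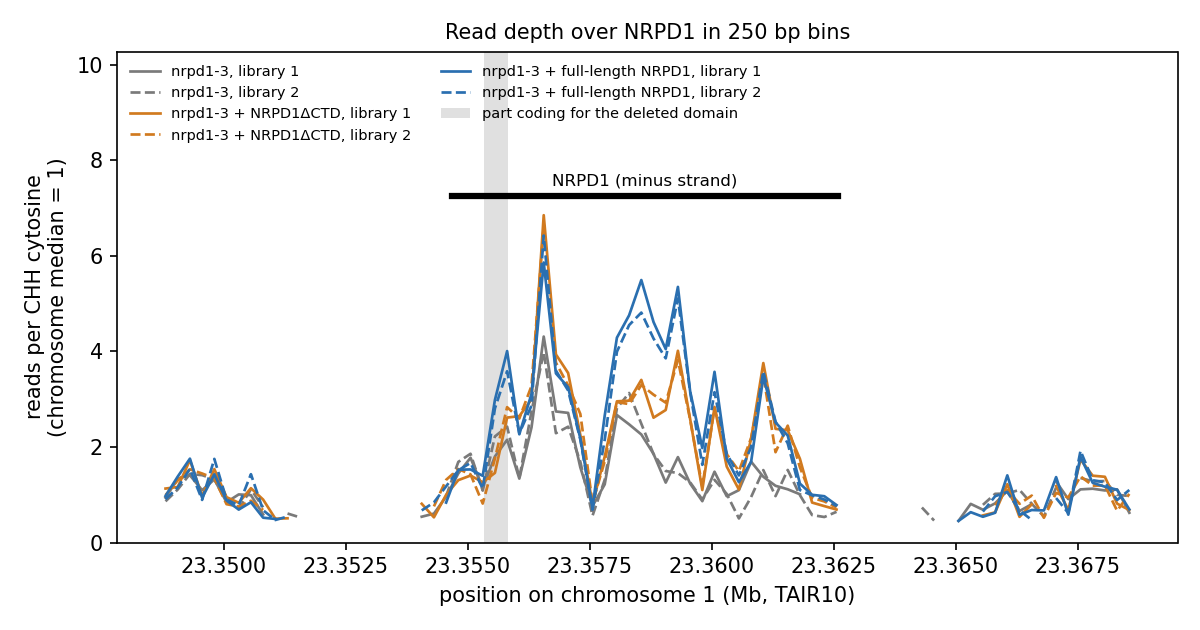
Reads per CHH cytosine in bins across NRPD1 and its flanks on chromosome 1 (horizontal axis, Mb), divided by the chromosome median of each library (vertical axis), with 1 line per library. Over the grey part, which codes for the deleted domain, the NRPD1ΔCTD libraries lie near nrpd1-3, with means of 1.55 and 1.78, and the full-length libraries lie above both, with a mean of 2.74.

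The first comparison asked how far Pol IV activity changed CHH methylation over the whole genome. The read-weighted level was 6.45% ± 0.554 (SD, n = 2) in nrpd1-3, 6.91% ± 0.286 (SD, n = 2) in NRPD1ΔCTD and 7.11% ± 0.227 (SD, n = 2) in full-length NRPD1. Individual libraries were at 6.84 and 6.06%, 7.11 and 6.71%, and 7.27 and 6.95%, in the same order of groups. The difference between nrpd1-3 and full-length NRPD1 was -0.660 percentage points, with p = 0.333 in a two-sided exact permutation test. With 2 libraries against 2, 0.333 is the smallest p that this test can give. The other pairs of groups overlapped, with exact p = 0.667 for NRPD1ΔCTD against each of the other groups. Leaving out nrpd1-3 replicate 2 moved the difference between nrpd1-3 and full-length NRPD1 to -0.269 points, and leaving out nrpd1-3 replicate 1 moved it to -1.05 points. Compared without regard to replicate number, genome-wide means thus separated the groups poorly at this number of libraries. Among replicate 1 libraries and among replicate 2 libraries alike, nrpd1-3 was lowest and full-length NRPD1 highest. Whether libraries of the same number share a shift stays open.

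Differences were next located in windows of 300 bp placed every 200 bp. Of 595730 windows, 417725 (70.1%) held at least 10 cytosines with 5 reads or more in every library. A window was called when a logistic regression on the reads gave a Benjamini-Hochberg adjusted p of 0.01 or less and the pooled levels differed by at least 10 points. Compared with full-length NRPD1, nrpd1-3 was lower in 10167 windows, which merged into 5584 regions, and higher in 76 windows, which merged into 62 regions. Both nrpd1-3 libraries lay below both full-length libraries in 99.87% of the lower windows. The lower regions, hereafter Pol IV-dependent regions, had a median length of 500 bp and covered 2592 kb. Their median depth was 557 reads at 44 cytosines per library.

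The same test treats reads as independent, so each library was also compared with the other library of its group. This gave 631 regions in nrpd1-3, 416 in NRPD1ΔCTD and 438 in full-length NRPD1. In nrpd1-3, 547 of the 631 regions were higher in replicate 1. Single libraries of nrpd1-3 set against single full-length libraries gave 5699 to 5919 lower regions, well above these counts, and 65 to 546 higher regions, which were not. The regions higher in nrpd1-3 therefore could not be separated from the spread between replicates. The choice of test moved the counts most. With the overdispersion of each window estimated from its own replicates, an F test with Benjamini-Hochberg adjustment called 0 windows lower in nrpd1-3, although 8556 windows lay at least 10 points lower at an unadjusted p under 0.05. Limma, which pools the spread over windows, called 3426 regions lower in nrpd1-3.

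Pol IV-dependent regions lay mostly between genes in the TAIR10.1 annotation. By their midpoints, 4593 (82.3%) were intergenic, 340 (6.09%) were in pseudogenes, 228 (4.08%) in introns, 162 (2.90%) in untranslated exons, 146 (2.61%) in coding exons and 115 (2.06%) in genes of non-coding RNAs. Among as many randomly drawn covered windows, 22.4% were intergenic, 37.8% were in coding exons and 11.7% were in pseudogenes. Transposons were not among the features assigned. A region in a transposon therefore counts as intergenic unless a gene or pseudogene covers its midpoint. Pericentromeric heterochromatin held 2551 (45.7%) of the regions and 25.3% of the covered windows.

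Next, it was asked how much methylation NRPD1ΔCTD regained in the 5584 regions. The weighted CHH level was 6.04% ± 0.244 (SD, n = 2) in nrpd1-3, 19.4% ± 0.334 (SD, n = 2) in NRPD1ΔCTD and 25.4% ± 0.192 (SD, n = 2) in full-length NRPD1. Medians over regions were lower, at 2.50% ± 0.151 (SD, n = 2), 15.3% ± 0.214 (SD, n = 2) and 21.7% ± 0.352 (SD, n = 2). The 3 groups were separated by more than the spread between their replicates, and each exact permutation test reached p = 0.333, the smallest possible value. The regions were selected for a difference between nrpd1-3 and full-length NRPD1, which inflates that difference. In regions defined on replicate 2 and measured on replicate 1, the levels were 6.77%, 19.5% and 24.8%. In regions defined on replicate 1 and measured on replicate 2, they were 6.17%, 18.9% and 24.6%.

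**Figure D2:**
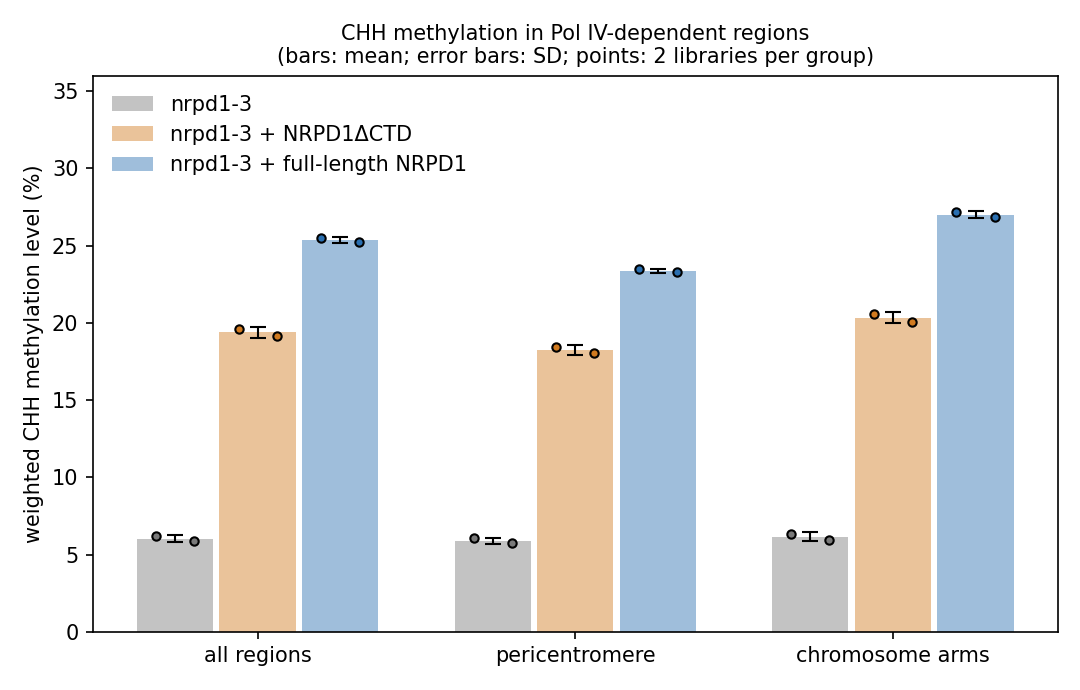
Weighted CHH methylation level (vertical axis, %) over Pol IV-dependent regions in all regions, in the pericentromere and in chromosome arms, with bars for group means, error bars for the SD and points for the 2 libraries of each group. NRPD1ΔCTD, at 19.4% in all regions, lies between nrpd1-3 at 6.04% and full-length NRPD1 at 25.4% in each part of the genome.

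The share of the lost methylation that NRPD1ΔCTD regained, taken as its gain over nrpd1-3 divided by the gain of full-length NRPD1, was 69.1% ± 1.73 (SD, n = 2). The 5 chromosomes gave 67.4 to 70.5%. The share was 70.7% ± 1.72 (SD, n = 2) in the pericentromere and 68.0% ± 1.73 (SD, n = 2) in the arms. It was higher in the pericentromere in both NRPD1ΔCTD libraries, at 71.9 against 69.3% and 69.5 against 66.8%. Both libraries were set against the same means of the other groups, so these values are not independent and their SD leaves out the spread of the other 4 libraries. Weighting regions equally moved the share most, to 64.2%. In windows, NRPD1ΔCTD was higher than nrpd1-3 in 6218 windows forming 3692 regions and lower in 40 windows forming 36 regions. Of the 5584 Pol IV-dependent regions, 3434 (61.5%) overlapped a region of gain by at least 1 bp. In simulated data sets in which NRPD1ΔCTD equalled nrpd1-3, whose libraries both lists share, the mean was 0.0462% and the highest 0.103%.

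Compared with full-length NRPD1, NRPD1ΔCTD was lower in 2281 windows forming 1765 regions and higher in 71 windows forming 59 regions. Single libraries of these groups set against each other gave 1818 to 2063 lower and 105 to 127 higher regions. Between replicates, the same form of test gave 416 and 438 regions, so the lower regions exceeded that spread and the higher regions did not. This comparison depended on the test. Limma, with Benjamini-Hochberg adjustment, called 0 windows in either direction, with a smallest adjusted p of 0.0317, while 2102 windows were at least 10 points lower and 51 at least 10 points higher at an unadjusted p under 0.05. The F test with overdispersion estimated per window also called 0. It had 1130 windows at least 10 points lower and 25 at least 10 points higher at an unadjusted p under 0.05.

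Of the Pol IV-dependent regions, 1725 were still lower in NRPD1ΔCTD, a share of 30.9% (95% exact binomial interval 29.7 to 32.1%, counting error only). The remaining 3859 (69.1%) were not called. The 2 comparisons share the full-length libraries, which alone creates overlap. In 20 simulated data sets in which NRPD1ΔCTD equalled full-length NRPD1, the mean share was 1.26% and the highest 1.56%. Of the 1725 regions, 1063 (61.6%) also overlapped a region of gain over nrpd1-3. A further 662 were still lower without such a gain. Limma moved the share most, to 0%, and requiring 20 points in place of 10 moved it to 8.11%.

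**Figure D3:**
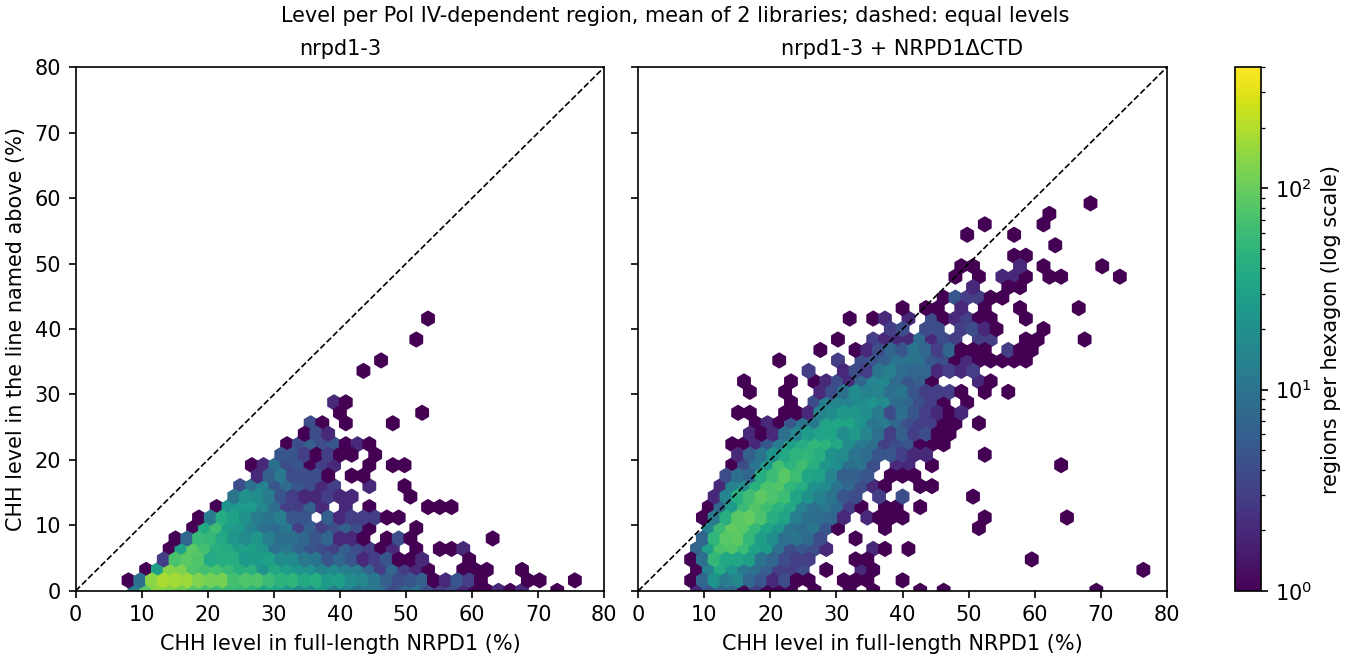
CHH level of each Pol IV-dependent region in full-length NRPD1 (horizontal axis, %) against its level in nrpd1-3 (left) or NRPD1ΔCTD (right, vertical axes, %), as means of 2 libraries, with colour for the number of regions per hexagon on a log scale. Most regions lie near 0 in nrpd1-3, with a median of 2.50%, and just under the dashed line of equal levels in NRPD1ΔCTD, with a median of 15.3% against 21.7%.

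The 2 parts of the genome were compared because the study set chromosome arms against pericentromeric heterochromatin. Regions still lower made up 38.2% of the Pol IV-dependent regions in the arms (1160 of 3033) and 22.1% of those in the pericentromere (565 of 2551). The odds ratio of the pericentromere was 0.459, with p = 6.18e-39 in a two-sided Fisher's exact test across regions, which are not independent replicates. It remained below 1 when each library was left out in turn, at 0.437 to 0.533. The loss in nrpd1-3 was smaller in the pericentromere, with a median of 14.6 points against 18.7 points in the arms. Within deciles of this loss, the Mantel-Haenszel odds ratio was 0.628, and p was 1.13e-12. The regained share, which needs no calls, differed far less between the 2 parts, as given above.

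Of the 15 loci that the study examined individually, 5 carry an identifier in the annotation used and were measured with 300 bp on each side. The others, named as transposons, were not analysed here. All CHH cytosines of each gene and its flanks were used. The study instead took only the Pol IV-dependent regions that overlapped a locus or its flanks, so the levels below are a different measure. SDC (AT2G17690, chromosome 2, positions 7682162 to 7684083, protein-coding) had a level of 0.804% ± 0.137 (SD, n = 2) in nrpd1-3, 2.85% ± 0.588 (SD, n = 2) in NRPD1ΔCTD and 5.53% ± 1.65 (SD, n = 2) in full-length NRPD1. ERT14 (AT2G01422, chromosome 2, positions 183940 to 184734, non-coding RNA) had 4.37% ± 0.588 (SD, n = 2), 12.9% ± 2.12 (SD, n = 2) and 17.5% ± 1.46 (SD, n = 2) in the same order. ERT7 (AT3G28899, chromosome 3, positions 10902184 to 10902515, protein-coding) had 2.55% ± 0.618 (SD, n = 2), 14.7% ± 0.400 (SD, n = 2) and 26.1% ± 1.49 (SD, n = 2). At ERT9 (AT5G24240, chromosome 5, positions 8230916 to 8234150, protein-coding), NRPD1ΔCTD stayed at 0.730% ± 0.0693 (SD, n = 2), against 0.811% ± 0.487 (SD, n = 2) in nrpd1-3 and 2.75% ± 1.35 (SD, n = 2) in full-length NRPD1. At the pseudogene AT3G30844 (chromosome 3, positions 12602729 to 12606196), NRPD1ΔCTD was at 11.1% ± 0.0649 (SD, n = 2) and full-length NRPD1 at 11.1% ± 0.114 (SD, n = 2), a difference within the spread between replicates, against 7.199% ± 0.393 (SD, n = 2) in nrpd1-3. Each of these values rested on 1280 to 14960 reads per library. Without full-length replicate 1, NRPD1ΔCTD minus full-length NRPD1 shrank from -2.68 to -1.51 points at SDC and from -2.02 to -1.06 points at ERT9, and nrpd1-3 minus full-length NRPD1 at ERT9 shrank from -1.94 to -0.981 points.

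The regions with the largest losses were intergenic by the features assigned, which did not include transposons. The largest loss in nrpd1-3 was on chromosome 5 from 766001 to 766300, 1135 bp from AT5G03220. Its level was 0.356% ± 0.138 (SD, n = 2) in nrpd1-3, 39.3% ± 7.47 (SD, n = 2) in NRPD1ΔCTD and 67.8% ± 0.706 (SD, n = 2) in full-length NRPD1. The next was on chromosome 1 from 634001 to 634500, 581 bp from BGLU11 (AT1G02850), with 0.144% ± 0.0342 (SD, n = 2), 48.2% ± 2.19 (SD, n = 2) and 61.7% ± 2.84 (SD, n = 2). Another, on chromosome 2 from 12725201 to 12725700 and 402 bp from AT2G29810, was also the region where NRPD1ΔCTD fell furthest below full-length NRPD1. In the nrpd1-3 libraries it had 0 methylated among 218 and 340 reads, summed over its cytosines, and NRPD1ΔCTD and full-length NRPD1 had 5.01% ± 4.32 (SD, n = 2) and 59.3% ± 4.68 (SD, n = 2). NRPD1ΔCTD was near nrpd1-3 on chromosome 5 from 18737601 to 18738100, 597 bp from AT5G46220, where the levels were 0.744% ± 0.0701 (SD, n = 2) and 0.320% ± 0.0682 (SD, n = 2), against 42.8% ± 3.03 (SD, n = 2) in full-length NRPD1. The remaining region of this kind, on chromosome 1 from 9174201 to 9174500 and 1111 bp from AT1G26558, had 11.1% ± 3.33 (SD, n = 2) in NRPD1ΔCTD and 52.9% ± 4.64 (SD, n = 2) in full-length NRPD1.

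In the opposite direction, 26 regions met the rule for naming. The largest excess of NRPD1ΔCTD over full-length NRPD1 was on chromosome 1 from 18849801 to 18850100, 147 bp from AT1G50850, at 50.05% ± 23.965 (SD, n = 2) against 25.8% ± 8.96 (SD, n = 2), with single NRPD1ΔCTD libraries at 33.1 and 67.0% and nrpd1-3 at 32.3% ± 9.94 (SD, n = 2). The excess of 24.2 points was 7.26 points without NRPD1ΔCTD replicate 2 and 41.1 points without NRPD1ΔCTD replicate 1. The next lay in a coding exon of EXT12 (AT4G13390, chromosome 4, 7784601 to 7785100), at 33.5% ± 1.61 (SD, n = 2) against 9.45% ± 0.836 (SD, n = 2), with the nrpd1-3 libraries far apart at 4.96 and 28.6%. That difference changed sign, to -1.29 points, when cytosines needed at least 10 reads. The last lay in the pseudogene AT2G07770 (chromosome 2, 3587001 to 3587700), at 32.4% ± 5.29 (SD, n = 2) against 13.3% ± 2.40 (SD, n = 2), with 0.879% ± 0.346 (SD, n = 2) in nrpd1-3.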

Values the study reported

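The study reported 3237 siRNA-producing loci with reduced CHH methylation in nrpd1-3 compared with wild type. With NRPD1ΔCTD, 943 of these were still hypomethylated, and methylation was restored at 71% of them. Over the same loci, the study gave CHH levels of 2–3% in nrpd1-3 and 16–17% with NRPD1ΔCTD.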

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

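The tests of read recovery below were set out before their results were seen, although the difference in reads itself had been noticed.

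A signal outside the methylation levels was the number of reads over the Pol IV-dependent regions. These regions took 1.71 and 1.64% of the reads of the nrpd1-3 libraries, 2.65 and 2.48% in NRPD1ΔCTD, and 3.01 and 2.86% in full-length NRPD1. The share in full-length NRPD1 was 1.75 times that in nrpd1-3, so the less methylated line also had fewer reads. The coverage minimum of the deposited values explains part of this at most. At cytosines listed in all 6 libraries, the share of reads in nrpd1-3 was still 0.680 of that in full-length NRPD1, against 0.570 over all cytosines. Extra copies of the regions in the transgenic lines would raise both strands alike. Instead, across 2775 regions, the strand with the larger gain in methylation also gained more reads, with Spearman correlations of 0.316 and 0.275 when methylation was taken from one replicate and reads from the other. A candidate explanation is that fragments with more methylated cytosines, which keep a more balanced base composition after conversion, were recovered or mapped more often. If so, levels in partly methylated regions may be overestimated in every line, by an amount not tested. The step at which such a preference would arise was not tested. A biological difference between the lines in access to these regions was not tested separately. If it acted on both strands alike, the strand correlations of 0.316 and 0.275 argue against it as the only cause across the 2775 regions. As a part of the difference in reads it remains open.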

How the results depend on the processing

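Alternatives were chosen before the data were examined, except the removal of cytosines with very high coverage, the Mantel-Haenszel odds ratio over deciles of the full-length level, the regained share per cytosine, and the reads over NRPD1 at cytosines listed in all 6 libraries, which were chosen after seeing the data.

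The differences in level between the 3 groups in Pol IV-dependent regions, and those genome-wide, kept their direction under each alternative that gave a value. Genome-wide, however, NRPD1ΔCTD minus full-length NRPD1 shrank from -0.205 to -0.00313 points without NRPD1ΔCTD replicate 2 and to -0.0449 without full-length replicate 1. NRPD1ΔCTD minus nrpd1-3 shrank from 0.455 to 0.0634 points without nrpd1-3 replicate 2. In Pol IV-dependent regions the difference between NRPD1ΔCTD and full-length NRPD1 ranged from -8.17 points with a minimum difference of 20 points to -5.38 points in regions defined on replicate 2 and measured on replicate 1. Their permutation p cannot pass 0.05 in any setting. The odds ratio of the pericentromere stayed below 1 and past 0.05 in each setting under which it was computed. Outside the settings that left out a library, it ranged from 0.424 to 0.628. The highest value, 0.628, came within deciles of the loss in nrpd1-3, and the next was 0.540. Limma left no such region, so it gave no odds ratio.

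With a coverage minimum of 10 reads, nrpd1-3 was lower than full-length NRPD1 in 3230 regions and higher in 30, NRPD1ΔCTD was lower than nrpd1-3 in 14 and higher in 2007, and NRPD1ΔCTD was lower than full-length NRPD1 in 825 and higher in 28. The share still lower was 25.02%, and the regions between replicates were 148 in nrpd1-3, 219 in NRPD1ΔCTD and 229 in full-length NRPD1. Fewer windows pass that minimum. With a difference of at least 20 points the 6 counts were 2724, 7, 6, 1481, 223 and 4 in the same order, the share still lower was 8.11%, the regained share was 71.9%, and the regions between replicates were 37, 72 and 64. A higher threshold lowers these counts by construction.

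With 5 cytosines per window, nrpd1-3 was higher than full-length NRPD1 in 99 regions, NRPD1ΔCTD was lower than nrpd1-3 in 71, and the share still lower was 35.4%. With windows that did not overlap, NRPD1ΔCTD was lower than nrpd1-3 in 23 regions and higher than full-length NRPD1 in 34, and the share still lower was 28.7%. The cause was not tested for these settings. The regained share was 64.2% as a mean over regions, where regions with few reads count as much as others.

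The F test with overdispersion estimated per window called 0 regions in all 6 directions, so no Pol IV-dependent regions could be measured under it. With only 2 residual degrees of freedom, its smallest adjusted p was 0.910 for nrpd1-3 against full-length NRPD1. At an unadjusted p under 0.05 and a difference of at least 10 points it had 8556 windows lower and 15 higher for that pair, 7 lower and 4905 higher for NRPD1ΔCTD against nrpd1-3, and 1130 lower and 25 higher for NRPD1ΔCTD against full-length NRPD1. Limma called 3426 regions lower and 6 higher in nrpd1-3 than in full-length NRPD1, and 1523 higher and 0 lower in NRPD1ΔCTD than in nrpd1-3. It called 0 lower and 0 higher in NRPD1ΔCTD than in full-length NRPD1, so the share still lower was 0%. At an unadjusted p under 0.05 and a difference of at least 10 points, limma had 13 windows lower in NRPD1ΔCTD than in nrpd1-3. All 5361 windows that limma called lower in nrpd1-3 were among the 10167 called by the logistic regression. For NRPD1ΔCTD against full-length NRPD1, no single region thus passed the adjusted threshold in a test that uses the spread between replicates. At an unadjusted p under 0.05 and a difference of at least 10 points, however, limma had 2102 windows lower against 51 higher. Data simulated without a difference but with that spread gave at most 91 called regions, against 1765.

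The labels number the replicates of each group, but the numbers did not pair the samples window by window. Deviations of same-numbered libraries correlated at 0.0136, 0.00236 and -0.00464 over 65846 windows. A correlation across windows cannot decide on a shift common to all libraries of the same number. Genome-wide, replicate 1 was above replicate 2 in nrpd1-3 (6.84 and 6.06%), NRPD1ΔCTD (7.11 and 6.71%) and full-length NRPD1 (7.27 and 6.95%). Such a shift therefore stays open. With the replicate number as a block, the counts in the order above were 5582, 62, 36, 3691, 1757 and 54 regions, the share still lower was 30.7% and the odds ratio was 0.461. The regained share was 69.1% under it.

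Leaving out each library in turn gave 67 to 531 regions higher in nrpd1-3 than in full-length NRPD1 and 46 to 518 lower in NRPD1ΔCTD than in nrpd1-3. The counts of 531 and 518 came without nrpd1-3 replicate 2, when replicate 1 stood alone, and without NRPD1ΔCTD replicate 2 the latter count was 63. Regions higher in NRPD1ΔCTD than in full-length NRPD1 numbered 73 to 98, with 98 and 91 when NRPD1ΔCTD replicate 2 or replicate 1 was left out. The share still lower was 30.2 to 33.1%. A single library left in a group is assumed to vary only by its reads. Without full-length replicate 1, the difference between NRPD1ΔCTD and full-length NRPD1 at AT3G30844 changed sign, with a range of -0.143 to 0.0181 points over the libraries left out. With a coverage minimum of 10 reads, that at EXT12 changed sign, to -1.29 points.

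The reads over NRPD1 in NRPD1ΔCTD relative to nrpd1-3 were 1.37 times as scaled to the chromosome median, 1.34 times as scaled to the genome-wide mean and 1.498 times at cytosines listed in all 6 libraries. For full-length NRPD1 relative to nrpd1-3, the last restriction gave 1.81 times over the gene and 1.67 times over the part that codes for the deleted domain. It keeps only cytosines that nrpd1-3 also covers. The subtraction of the level over chloroplast cytosines was not run. Thinning to the shallowest library left 5471 Pol IV-dependent regions.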

Other observations

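The tests of the full-length level in the 2 parts of the genome, of counting error in the regained share, and of dilution at NRPD1 were chosen after their results were seen. The other tests were set out before.

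The nrpd1-3 line had 5584 Pol IV-dependent regions here. That is higher than the number of loci quoted from the study above. Still lower in NRPD1ΔCTD were 1725 regions. That is higher than the number quoted from the study above. The read-weighted level in nrpd1-3 was 6.04% here. That is higher than the value quoted from the study above. The share of regions not called still lower, 69.1%, was close to the one quoted. It includes 1488 regions without a called gain over nrpd1-3, and 2371 (42.5%) of all regions had a called gain and were not still lower. Medians over regions were 2.50% in nrpd1-3, within its quoted range, and 15.3% in NRPD1ΔCTD, below its quoted range, whereas the weighted level of 19.4% in NRPD1ΔCTD lay above that range. The reference line and the filter on siRNAs differed from those of the study.

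The background level of nrpd1-3 replicate 1 stood apart from that of the other libraries. In windows under 1% in all 4 transgenic libraries, it was 0.904%, against 0.367% in nrpd1-3 replicate 2 and 0.343 to 0.359% in the transgenic libraries, and 1.91% of these windows reached 5% or more. The selection itself caps the transgenic libraries, so nrpd1-3 replicate 2 is the fair comparison. Across 117849 such windows, the levels of alternate cytosines on one strand correlated at 0.915, whereas those of opposite strands correlated at -0.00534. Methylation of both strands would have raised the latter. Conversion failing at scattered single cytosines would have left no correlation within a strand, and the value was 0.762 higher than in nrpd1-3 replicate 2, where it was 0.153. The pattern is consistent with whole fragments left unconverted in this library. It bears on the genome-wide level, where nrpd1-3 replicate 1 was at 6.84% and replicate 2 at 6.06%, more than on the Pol IV-dependent regions, where they were at 6.22 and 5.87%. Whether it made the 62 regions higher in nrpd1-3 stays open. Without replicate 1, 36 of them were still called, but the regions had been chosen for that difference and the 1 library left was tested on its reads alone.

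Regions still lower in NRPD1ΔCTD were more frequent in the arms than in the pericentromere, and 3 technical explanations were weighed. Within deciles of the read depth of the regions the odds ratio was 0.462, and within deciles of the full-length level it was 0.540. A larger loss in the arms meets a fixed threshold more often, and within deciles of that loss the odds ratio was 0.628. Taken singly, none of these differences therefore accounts for all of the contrast. The full-length level and the loss may each account for part of it, as the odds ratio without deciles was 0.459. Whether the differences together account for all of it was not tested. With regained shares of 70.7 and 68.0% in the 2 parts, the contrast in counts is larger than the contrast in levels. Whether the arms depend more on the domain remains an untested hypothesis.

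The regained share differed among regions. Its 5th and 95th percentiles were 19.5 and 98.9%, part of which is noise. Counting error alone, simulated with one common share and without the spread between replicates, gave 50.3 and 79.96%. That simulated range is too narrow, because a read is counted at each cytosine that it covers. How much of the observed range is noise was therefore not settled. The share from replicate 1 libraries correlated with that from replicate 2 libraries across 5518 regions, with a Spearman correlation of 0.380, which counting error alone would not give. Regions are not independent replicates. Of 3 candidate explanations, the level left in nrpd1-3 and the length of the region each showed a small relation across regions. The level left in one nrpd1-3 replicate correlated with the share in the other replicate at 0.156 and 0.164. The length of the region correlated with the share at 0.135. For cytosine context, the share over CAA and CTA cytosines was 3.58 points above that over other CHH cytosines (71.4 and 67.8%). That contrast pools all regions, so it cannot tell whether context accounts for differences among them. Residual methylation may help restoration, but the 3 properties were not separated from each other.

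Within the NRPD1 gene itself, the CHH level was 7.76% ± 0.284 (SD, n = 2) in nrpd1-3, 3.63% ± 0.0974 (SD, n = 2) in NRPD1ΔCTD and 6.80% ± 0.208 (SD, n = 2) in full-length NRPD1. If unmethylated transgene copies only diluted the copies present in nrpd1-3, the read ratio of 1.37 would keep the level in NRPD1ΔCTD at or above 5.53%, and both libraries were under it, at 3.69 and 3.56%. The higher ratio of 1.498 at cytosines listed in all 6 libraries would lower that limit. The limit also takes reads as a measure of copies, and the reads over Pol IV-dependent regions argue against an even recovery. Over the part that the transgene lacks, the level did not fall beyond the spread, with 7.15% ± 0.710 (SD, n = 2) in NRPD1ΔCTD and 7.30% ± 0.742 (SD, n = 2) in nrpd1-3. Upstream of it, where the transgene adds copies, the level was 3.45% ± 0.0986 (SD, n = 2) against 8.08% ± 0.406 (SD, n = 2), which is the direction that dilution would give but a larger fall than the reads would allow. In full-length NRPD1, whose transgene adds copies of both parts, the level was 4.66% ± 0.140 (SD, n = 2) over the deleted part. Upstream it was 7.04% ± 0.218 (SD, n = 2). Both lay below nrpd1-3. The fall was smaller upstream, although the scaled reads were 3.17 there against 1.91 in nrpd1-3, and 2.74 against 1.78 over the deleted part. Dilution therefore stays open as a part of the difference between NRPD1ΔCTD and nrpd1-3. The transgene insertions and their effect on the resident gene were not tested.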
